A study of Gallus gallus with 4 samples.

How the data were processed

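The series holds 4 samples of chicken embryonic lung in 4 groups, with 1 library per group, so no group has a replicate. At embryonic day 13 (E13), nuclei were profiled with a multiome assay, which reads nuclear RNA and accessible chromatin (ATAC) from the same nuclei. The RNA and the chromatin of these nuclei are listed as separate samples. At embryonic day 20 (E20), sorted epithelial cells gave 1 single-cell RNA library and sorted lung cells without immune cells gave another. They are called the E20 epithelial library and the E20 CD45neg library here. Per the labels, cells were sorted by removing CD45-positive immune cells, by enriching ECAD-positive epithelial cells, or by both, and the sorted populations were pooled in about equal parts for the E13 run. Shares of cell classes at E13 therefore describe that pool. Per the labels, the molecule was nuclear RNA for E13 and for the E20 epithelial library, and total RNA for the E20 CD45neg library.

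The deposited matrices hold raw UMI counts per gene and barcode, and for E13 also raw ATAC counts per peak and nucleus. Per the file headers, these counts were made with cellranger-arc 2.0.0 for E13 and with cellranger 4.0.0 for both E20 libraries. The deposited peak list gives the position of each peak, its distance in bp to a gene and its type, which is promoter, distal or intergenic. The files name no genome build or annotation, so coordinates are those of the files, counted from 1. The files also do not state how the listed barcodes were chosen or whether reads in introns were counted. All 3 RNA tables hold the same 24356 Ensembl gene IDs, and symbols were taken from the files themselves.

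Barcodes with at least 500 detected genes were kept. Those of the E20 libraries also needed at most 20% mitochondrial UMIs. The same limit was planned for E13, where only 281 of the 8705 barcodes (3.23%) met both conditions, so no mitochondrial limit was set for E13. This departs from the plan, and limits at 20% and at 40% were tried as alternatives. Doublets were scored by setting each cell against simulated pairs of cells, and the cells with the highest scores were removed at 0.8% per 1000 cells. Each library was then clustered on its own. Counts were scaled to 10000 per cell and logged. The 2000 most variable genes outside the mitochondrial and ribosomal protein genes and the gene lists below were reduced to 30 principal components. Cells were joined to 15 neighbours and grouped with the Leiden method at resolution 1 with seed 0. Epithelial-like cells were clustered again at resolution 0.5.

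Clusters were named from marker genes of 13 classes. The marker lists were written before the data were examined, as were the gene lists, the comparisons and the rule for named genes. Of the 209 markers listed, 169 were in the table. A cluster took a name when at least 3 markers were on and no unrelated class came close or supplied its leading genes. These naming thresholds were set after seeing the data, and the share of cells left unnamed is given per library. Names such as epithelial-like state the best-matching marker list only. Fibroblast-like, smooth-muscle-like and pericyte-like cells were pooled as mesenchymal. Pericyte-like clusters of the E20 libraries were led by POSTN, a fibroblast marker, so only the pool was compared between libraries.

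UMIs were summed over the cells of a class and divided by the class total, and the result is given as CPM, the UMIs of a gene per 1e6 UMIs of the class. The smallest class sum, 707663 UMIs from 97 epithelial-like cells of the E20 CD45neg library, puts the upper limit for a gene with 0 UMIs at 4.24 CPM. Log2 ratios were taken between class sums after adding 1 CPM. Genes with at least 50 CPM in the higher class were compared, without mitochondrial, ribosomal protein and haemoglobin genes. With 1 library per group there is no test of any difference between groups. No p-value, standard error or count of changed genes was computed, and cells were not used as replicates. The named genes have a symbol, reach 50 CPM in the higher group and are not mitochondrial, ribosomal protein, haemoglobin or marker genes. For E13 against E20 in epithelial-like cells these are the 5 highest and the 5 lowest by the smaller of the ratios against the 2 E20 libraries, of which 1 is not reported here. For the change particular to epithelium they are also the 5 highest and the 5 lowest. For the E20 libraries against each other, and for endothelial-like and mesenchymal cells, they are the 3 highest and the 3 lowest. CDH1, EPCAM and PTPRC and a surfactant, a proliferation and a signalling list were named in advance.

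For a gene list, the median log2 ratio of the members was placed among 10000 random lists of the same size matched on mean expression, as a description of these libraries. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs, leaving out cells with fewer. Intervals are at the 95% level: exact Poisson for counts, exact Clopper-Pearson for shares, and an exact interval for the ratio of 2 counts obtained by conditioning on their sum. These cover counting error only. Intervals of medians over genes or barcodes are binomial intervals of the order statistics. They treat genes or barcodes as independent draws and describe the spread across them, not counting error. Ratio intervals contain no pseudocount, while the log2 values beside them do, so the 2 can lie apart for genes with few UMIs. A count of 0 was given an upper limit of 3 counts, and a fold against 0 was computed against 3 counts over the class and is a lower bound. Correlations are Spearman correlations across genes, which are not independent replicates. Their intervals in the chromatin comparison come from 1000 bootstrap draws of genes. The spacing of a gene, used as a stand-in for gene length, is the distance between the starts of the genes before and after it in the E13 table. It exists for 24115 of the 24356 genes and was added after the ratios had been seen.

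Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. The steps were tested on simulated data. With 200 planted changes per comparison, the ratio step gave the right direction for 100% of them in each of the 5 comparisons. Between 93% (E20 CD45neg over E13, epithelial-like, 2155 genes) and 100% (E20 epithelial over E13, epithelial-like, 2121 genes) came within 0.5 log2 of the planted value. Naming of 750 simulated cells of 5 classes was right for 100%, over 24356 genes. These cells were drawn from the mean profiles of classes already named in the E20 epithelial library, without variation between cells. The check is therefore an easy one and does not cover the E13 nuclei. All 60 simulated doublets of different classes, made from these same cells, were among the 60 highest scores. Chromatin and RNA ratios shuffled against each other gave correlations between -0.01 and 0.01 over 10048 genes. A planted trend with gene spacing gave a correlation of -0.80 over 3157 genes, and the 200 changes planted on top of it were recovered with a median error of 0.07 log2.

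Alternatives, with effects given in the closing section, varied the gene and mitochondrial limits, the removal of doublets, the clustering resolution and the assignment of cells to classes. Others varied the scaling (CPM without mitochondrial, ribosomal protein and haemoglobin genes, and median-of-ratios scaling), the pseudocount, the CPM minimum, the thinning depth and the definition of a promoter peak. Genes whose name is shared by several IDs, 284 in all, were left out of the matching of peaks to genes.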

Results

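The data describe the developing chicken lung at E13 and E20 in 3 RNA libraries and 1 chromatin peak set, each from 1 sample. The E13 nuclei comprised 8705 barcodes with 53372394 UMIs in total. The E20 epithelial library comprised 8341 barcodes with 31800493 UMIs, and the E20 CD45neg library 4567 barcodes with 13997201 UMIs. After filtering, 7038 E13 nuclei (80.9%), 5186 cells of the E20 epithelial library (62.2%) and 2684 cells of the E20 CD45neg library (58.8%) were kept. Too few detected genes excluded 1219, 2320 and 1780 barcodes respectively. Removed doublets numbered 448 (5.98% of the barcodes that passed), 235 (4.33%) and 60 (2.19%). The median kept nucleus at E13 held 4209 UMIs and 1291 genes. The median kept cell held 4488 UMIs and 1533.5 genes in the E20 epithelial library, and 3508.5 UMIs and 1323 genes in the E20 CD45neg library.

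The mitochondrial share of UMIs set the libraries apart. Its median over kept barcodes was 42.7% in the E13 nuclei, 7.45% in the E20 epithelial library and 3.62% in the E20 CD45neg library. Limiting E13 nuclei to at most 20% mitochondrial UMIs moved this family most: 280 nuclei were kept, with a median mitochondrial share of 16.1% and 2802.5 UMIs. Ribosomal protein genes took 5.09%, 12.2% and 10.7% of kept UMIs in the same order. Haemoglobin genes took 0.0358%, 7.83% and 30.2%. The stage, the assay and the software version differed together between E13 and E20, so no comparison between these stages separates them.

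Cell classes were compared to show what each sort delivered. Of the E13 nuclei, 64.6% (63.5 to 65.8, 4550 nuclei) were epithelial-like and 12.4% (11.7 to 13.2, 876 nuclei) mesenchymal. Immune-like nuclei made up 6.76% (6.19 to 7.38), endothelial-like nuclei 2.29% (1.95 to 2.66, 161 nuclei), mesothelial-like nuclei 1.36% and neuronal-like nuclei 0.540%. Another 11.9% (11.2 to 12.7) stayed unnamed. No cluster was erythroid-like at E13, although a sub-cluster of 42 epithelial-like nuclei, left unnamed among subtypes, was led by haemoglobin genes. In the E20 epithelial library, 36.9% of cells (35.6 to 38.2, 1914 cells) were epithelial-like, 22.8% (21.7 to 24.0) erythroid-like, 16.8% (15.8 to 17.8, 871 cells) endothelial-like and 16.4% (15.4 to 17.5, 852 cells) mesenchymal. Immune-like cells made up 3.74% (3.24 to 4.29). HMOX1, a stress gene, was among the leading genes of an immune-like cluster of 23 cells. No cell was left unnamed, which allows a share of up to 0.0578%. In the E20 CD45neg library, 36.6% (34.8 to 38.4) were erythroid-like, 34.8% (33.0 to 36.6, 934 cells) mesenchymal, 24.0% (22.4 to 25.7, 644 cells) endothelial-like and 3.61% (2.94 to 4.39, 97 cells) epithelial-like, with 1.01% unnamed. Of the 97 epithelial-like cells there, 13 formed a sub-cluster led by haemoglobin genes. No cluster was immune-like there, while 0.447% of cells had a PTPRC UMI before thinning and per-cell assignment by markers called 0.931% of cells immune-like. Assigning each cell to the class with the highest mean of its markers moved the epithelial-like share most in percentage points, to 25.2% at E13. Keeping doublets lowered that of the E20 CD45neg library to 1.53%.

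**Figure D1:**
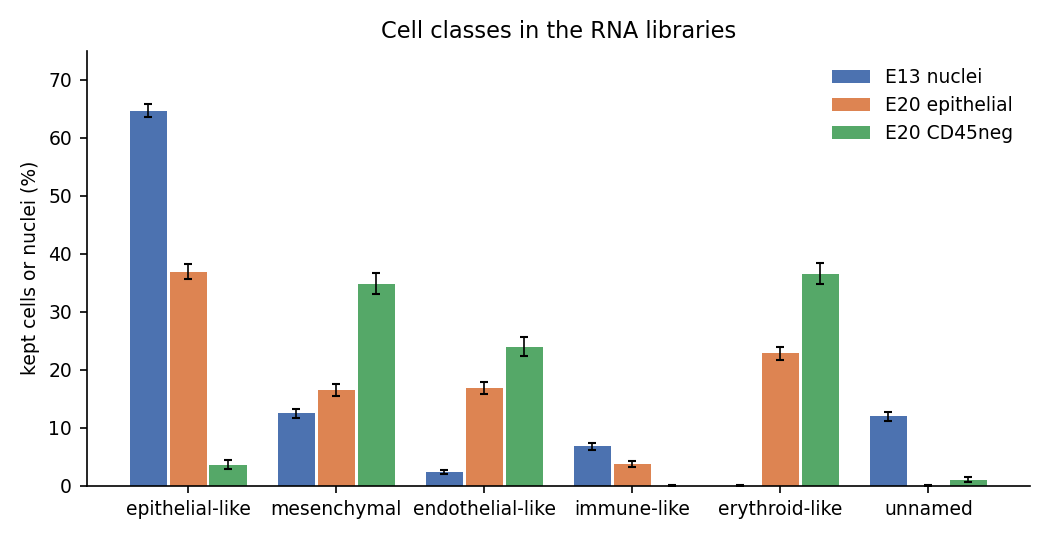
Percent of kept cells or nuclei (vertical axis) in the main cell classes of the 3 RNA libraries, 1 bar per library, with exact 95% intervals for counting error. Epithelial-like cells made up 64.6%, 36.9% and 3.61% of the E13 nuclei, the E20 epithelial library and the E20 CD45neg library.

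The sort was checked with the genes of its surface proteins. CDH1 (ENSGALG00000000608, chromosome 11, start 18870452) encodes E-cadherin. It reached 158 CPM (153 to 163) over all kept cells of the E20 epithelial library and 17.8 CPM (15.5 to 20.4) over those of the E20 CD45neg library, a log2 ratio of 3.15 (2.95 to 3.35). For EPCAM (ENSGALG00000008969, chromosome 3, start 9260060) the values were 312 CPM (305 to 318) and 36.4 CPM (33.0 to 40.05), a log2 ratio of 3.10 (2.96 to 3.24). PTPRC (ENSGALG00000002192, chromosome 8, start 2492350) encodes CD45. It had 365 UMIs (14.03 CPM) in the E20 epithelial library and 15 UMIs (1.28 CPM) in the E20 CD45neg library, a log2 ratio of 3.45 (2.71 to 4.31). Keeping only cells with at least 1000 genes moved these ratios most, to 2.72 for CDH1, 2.61 for EPCAM and 4.74 for PTPRC. At E13 the 3 genes reached 167, 248 and 28.7 CPM.

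Within epithelial-like cells the E20 libraries did not differ in these genes beyond counting error: the log2 ratio was -0.01 (-0.21 to 0.20) for CDH1 and -0.00 (-0.15 to 0.14) for EPCAM. After thinning, 42.5% of epithelial-like cells of the E20 epithelial library and 44.3% of those of the E20 CD45neg library had an EPCAM UMI. Unthinned, the shares were 90.9% and 82.5%, at median depths of 6480.5 and 6633 UMIs, and 4 and 0 cells were too shallow to thin. Endothelial-like cells, which should lack the gene, had an EPCAM UMI in 1.05% of thinned cells of the E20 epithelial library (5.28% unthinned, median depth 4071 UMIs, 13 cells too shallow). In the E20 CD45neg library 0 of 641 thinned endothelial-like cells had one, which allows a share of up to 0.468% (median depth 3076 UMIs, 3 cells too shallow).

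The 2 E20 libraries share stage and class but not the sort, so the spread of their gene ratios in epithelial-like cells gives a scale for the comparisons with E13. Over 2059 genes the median log2 ratio of the E20 epithelial library over the E20 CD45neg library was -0.01 (-0.02 to 0.00). The median distance from it was 0.155, and 99.3% of genes lay within 2-fold of the median. Limiting the E20 libraries to at most 10% mitochondrial UMIs moved this distance most, to 0.557. The genes highest in the E20 epithelial library were APOA1 (70.1 against 29.7 CPM, log2 ratio relative to the median 1.22), C12orf66 (89.1 against 38.2 CPM, 1.21) and SFTPA2 (2781 against 1436 CPM, 0.96). APOA1 reached 8975 CPM in mesenchymal cells of the E20 epithelial library. The genes highest in the E20 CD45neg library were AVD (13.9 against 130 CPM, -3.13), TNFRSF6B (20.3 against 143 CPM, -2.75) and LY86 (15.6 against 65.0 CPM, -1.98). AVD and LY86 rested on 92 and 46 UMIs there and led an immune-like cluster of the other library. AVD was also among the leading genes of an epithelial-like sub-cluster of 95 cells in that library. The direction of AVD and LY86 changed under per-cell assignment to classes, to 4.02 and 0.98. It also changed under most other ways of choosing the cells, so these 2 genes give no stable difference.

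Epithelial-like cells of E13 and E20 were compared to follow the maturation of the lung epithelium. Over 3153 genes the median log2 ratio of the E20 epithelial library over E13 was 0.16 (-0.04 to 0.40), with a median distance of 1.90 from it. For the E20 CD45neg library over E13 the median over 3162 genes was 0.18 (-0.02 to 0.33), with a median distance of 1.91. Lying within 2-fold of the median were 21.6% and 22.2% of genes. A minimum of 10 CPM moved these distances most, to 1.57 and 1.60, which stayed above the 0.242 between the E20 libraries at that minimum. The median itself moved with the scaling. Without mitochondrial, ribosomal protein and haemoglobin genes it was -1.25 and -1.28, and with median-of-ratios scaling 0.03 and -0.07, so changes are given relative to it. Across 3055 genes the 2 comparisons with E13 correlated at 0.992. Unchanged libraries simulated against the same E13 counts gave 0.058, with counting error only. Any difference of the E13 library from both E20 libraries, in stage or in assay, enters both ratios and would also give a high correlation. The correlation therefore does not tell stage from assay.

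**Figure D2:**
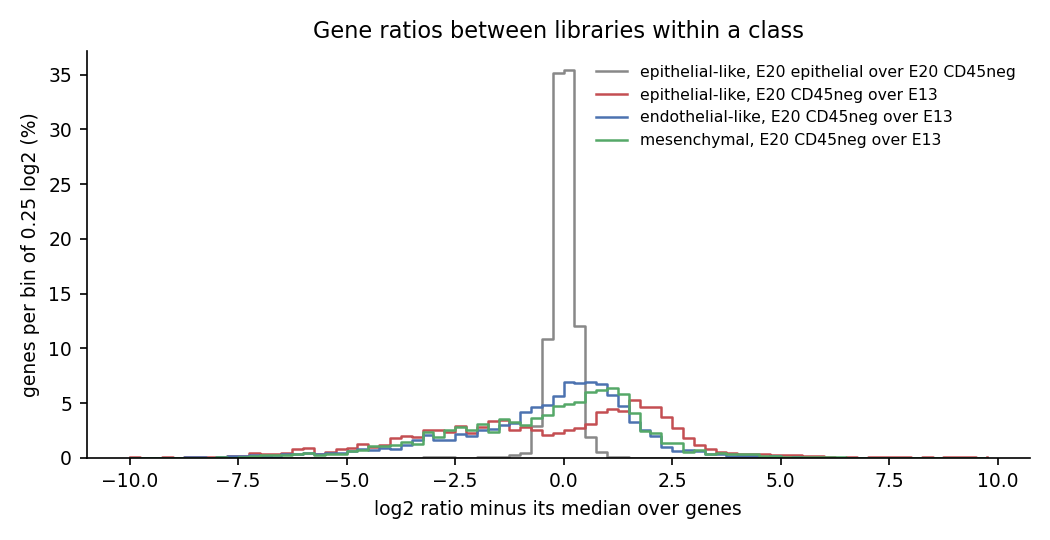
Percent of genes per bin of 0.25 log2 (vertical axis) by log2 ratio minus its median over genes (horizontal axis) for 4 comparisons within a class. The line for the E20 libraries against each other (2059 genes) is the narrowest, with a median distance of 0.155 against 1.91, 1.09 and 1.32 for the E20 CD45neg library over E13 in epithelial-like, endothelial-like and mesenchymal cells.

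The ratios between stages followed the spacing of genes along the chromosomes. Across 3157 of the 3162 genes the log2 ratio of the E20 CD45neg library over E13 in epithelial-like cells correlated with gene spacing at -0.58. The median relative to all genes in 5 equal groups of genes ran from 1.68 (1.56 to 1.81) at the closest spacing to -2.69 (-2.92 to -2.48) at the widest. The correlation was -0.53 in endothelial-like cells (3844 genes) and -0.54 in mesenchymal cells (3952 genes). Between the 2 E20 libraries it was 0.01 (2055 genes). Spacing stood in for gene length here. Among the 5670 genes with a peak placed inside the gene, 23.3% of all genes, spacing correlated at 0.738 with the distance from the gene's start to the farthest such peak.

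**Figure D3:**
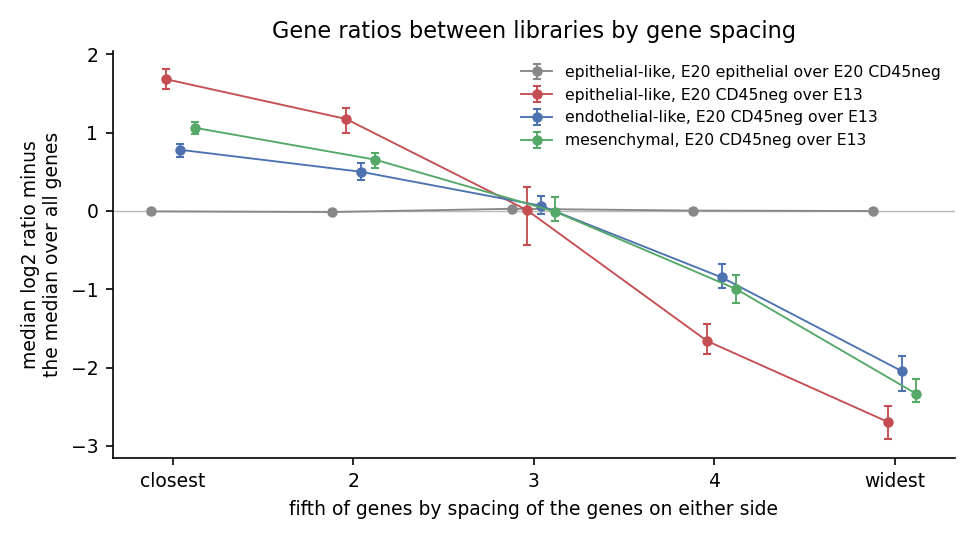
Median log2 ratio minus the median over all genes (vertical axis), with 95% intervals, for 5 equal groups of genes ordered by the distance between the starts of the genes on either side (horizontal axis), for 4 comparisons within a class. The epithelial-like medians of the E20 CD45neg library over E13 ran from 1.68 to -2.69, while those between the E20 libraries ran from -0.02 to 0.03.

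Among genes that could be named, which need a symbol, the highest ratio in both comparisons was that of PSCA (ENSGALG00000045875, chromosome 2, start 148270497). Epithelial-like nuclei at E13 held 1 UMI of it (0.0297 CPM), against 10200 UMIs (760 CPM) in the E20 epithelial library and 495 UMIs (699 CPM) in the E20 CD45neg library. Its log2 ratios relative to the median were 9.37 and 9.23, and without the pseudocount the counting intervals of the ratios themselves ran from 12.16 to 19.95 and from 12.04 to 19.83. SFTPA2 (ENSGALG00000002503, chromosome 6, start 5202495) rose from 3.12 CPM to 2781 and 1436 CPM, relative log2 ratios of 9.24 and 8.27. EXFABP (ENSGALG00000043064, chromosome 17, start 868425) rose from 15.1 CPM to 3054 and 3244 CPM, ratios of 7.41 and 7.48. SPINK7 (ENSGALG00000003512, chromosome 13, start 11280457) rose from 8.25 CPM to 1320 and 1412 CPM, ratios of 6.997 and 7.08, and its ratio against the E20 CD45neg library changed direction to -0.66 with doublets kept, to -0.49 at resolution 2 and to -0.05 with at most 10% mitochondrial UMIs.

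Among genes that could be named, which need a symbol, the lowest ratios belonged to genes with a spacing of 114974 to 666519 bp. Median spacings were 11072 bp and 222364 bp in the groups with the closest and the widest spacing. ADAMTS17 (ENSGALG00000038688, chromosome 10, start 17706906) had 468 CPM at E13, 5 UMIs (0.372 CPM) in the E20 epithelial library, a relative log2 ratio of -8.58, and 0 UMIs in the E20 CD45neg library, at least 110-fold lower. CCSER1 (ENSGALG00000010392, chromosome 4, start 35628834) had 900 CPM at E13, 4.24 CPM in the E20 epithelial library, a ratio of -7.59, and 2 UMIs in the E20 CD45neg library, where the counting interval of the ratio ran from -11.36 to -6.46. WWOX (ENSGALG00000005377, chromosome 11, start 14060228) had 228 CPM at E13 and 7 UMIs (0.521 CPM) in the E20 epithelial library, a ratio of -7.39, and was at least 53.7-fold lower in the E20 CD45neg library. BMPER (ENSGALG00000029811, chromosome 2, start 47608491) had 498 CPM at E13 and 2.38 CPM in the E20 epithelial library, a ratio of -7.36, and was at least 117-fold lower in the other. WNT7B (ENSGALG00000036255, chromosome 1, start 70837775) had 276 CPM at E13 and 0.968 CPM in the E20 epithelial library, a ratio of -7.30, and was at least 65.1-fold lower in the other. Set against the 100 genes of nearest spacing, the ratios of the E20 epithelial library over E13 were -5.78 for ADAMTS17, -3.93 for CCSER1, -5.51 for WWOX, -4.59 for BMPER and -5.61 for WNT7B. The same measure was 10.54 for PSCA, 8.06 for SFTPA2, 5.82 for EXFABP and 5.94 for SPINK7.

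Endothelial-like and mesenchymal cells were compared with E13 in the same way, to separate changes shared by the classes from those particular to epithelium. For the E20 CD45neg library over E13 the median log2 ratio was 1.47 (1.39 to 1.53) over 3848 genes in endothelial-like cells, with a median distance of 1.09. In mesenchymal cells it was 0.86 (0.76 to 0.94) over 3957 genes, with a median distance of 1.32. Median-of-ratios scaling moved both most. It changed the direction of the medians, to -0.27 and -0.29, and gave distances of 1.48 and 1.57. Such scaling pulls the median over genes toward 0, so this change of direction follows from the scaling itself. Across genes, the epithelial-like ratios correlated at 0.879 with the endothelial-like ratios (2337 genes) and at 0.912 with the mesenchymal ratios (2517 genes), and the latter 2 correlated at 0.9002 (2973 genes). Simulated unchanged classes, with counting error only, gave -0.02, -0.01 and -0.00.

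The change particular to epithelium was taken as the epithelial-like log2 ratio minus the mean of the other 2 classes, relative to its median of -0.63 over 3162 genes. With the E20 CD45neg library it was highest for PSCA (8.69), SFTPA2 (8.09), LYG2 (8.07), SFTPC (8.03) and MMP13 (7.49). With the E20 epithelial library in its place the values were 5.13, 4.10, 4.39, 3.72 and 5.78. PSCA had 0 UMIs in both other classes at E13 and MMP13 had 0 UMIs in both other classes of the E20 CD45neg library, so their values depend on the pseudocount. SFTPC and LYG2 rose by 5.45 and 5.91 relative to the median in epithelial-like cells. Their values here are higher because both fell in the other classes. Their log2 ratios were -1.27 and -0.84 in endothelial-like and -2.29 and -1.87 in mesenchymal cells. Less free epithelial RNA in the E20 CD45neg library, taken up below, could give such a fall. The lowest changes particular to epithelium were those of RHOBTB1, RARB, KANK1, TGFBR3 and SYNE1. Of these, RHOBTB1, RARB and SYNE1 had 0 UMIs in epithelial-like cells of the E20 CD45neg library. Their epithelial-like level there was at least 21.3-fold, 34.7-fold and 16.2-fold lower than at E13. KANK1 had 3 UMIs and TGFBR3 2 UMIs there, with counting intervals of the log2 ratio of -7.58 to -3.75 and -9.33 to -4.43. With the E20 epithelial library the changes particular to epithelium were -4.46 for RHOBTB1, -3.80 for RARB, -3.80 for KANK1, -4.02 for TGFBR3 and -1.09 for SYNE1. Across genes the changes from the 2 E20 libraries correlated at 0.932. Unchanged libraries simulated with the E13 counts in common, with counting error only, gave 0.296.

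In endothelial-like cells CA4 (ENSGALG00000005360, chromosome 19, start 8262292) had 0 UMIs at E13 and 900.5 CPM in the E20 CD45neg library, at least 462-fold higher. TMEM100 (ENSGALG00000026465, chromosome 18, start 6014208) rose from 5.85 to 768 CPM, a relative log2 ratio of 5.34. BF2 (ENSGALG00000041380, chromosome 16, start 2609057) rose from 3 UMIs (1.95 CPM) to 313 CPM, with a counting interval of the log2 ratio of 5.78 to 9.61. PIEZO2 (ENSGALG00000042134, chromosome 2, start 97729887) had 162 CPM at E13 and 0 UMIs in the E20 CD45neg library, at least 116-fold lower. PTPN3 (ENSGALG00000022909, chromosome 2, start 84696269) fell from 322 CPM to 3 UMIs, with an interval of -10.13 to -6.29. FHOD3 (ENSGALG00000013124, chromosome 2, start 83079749) fell from 401 to 2.33 CPM, a relative ratio of -8.39.

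In mesenchymal cells MGP (ENSGALG00000011740, chromosome 1, start 48028649) rose from 68.2 to 25738 CPM, a relative log2 ratio of 7.68. OC3 (ENSGALG00000028560, chromosome 1, start 48037612) had 0 UMIs at E13 and 186 CPM in the E20 CD45neg library, at least 199-fold higher. ADIPOQ (ENSGALG00000005554, chromosome 9, start 5403001) rose from 7 UMIs (2.18 CPM) to 497 CPM, a ratio of 6.43. TAFA2 (ENSGALG00000019361, chromosome 1, start 32879723) fell from 531 CPM to 2 UMIs, with a counting interval of -13.09 to -8.18. WWOX fell here too, from 390 to 2.02 CPM, a ratio of -7.87. SLC35F1 (ENSGALG00000029011, chromosome 3, start 63360401) had 124 CPM at E13 and 0 UMIs in the E20 CD45neg library, at least 164-fold lower.

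Surfactant genes mark the maturing gas-exchange epithelium, and 3 of the 5 genes listed were in the table: SFTPA1, SFTPA2 and SFTPC. Their summed level in epithelial-like cells was 1680 CPM (1666 to 1693) at E13, 85630 CPM (85474 to 85787) in the E20 epithelial library and 86934 CPM (86248 to 87624) in the E20 CD45neg library. The folds over E13 were 51.0 and 51.7, and the log2 ratios relative to the median of all genes 5.51 and 5.52. The members' median lay at percentiles 99.85 and 99.83 of matched random lists. Keeping doublets moved the sum most, to 1.12 for the E20 CD45neg library, where 3 other ways of choosing cells gave 1.15, 1.34 and 1.53. The size of the rise in that library, with 97 epithelial-like cells, is therefore not stable. Each of the 3 members rose in both comparisons. Between the E20 libraries the sum (-0.02) and the members' median (0.33) differed in sign. How reads were divided between SFTPA1 (ENSGALG00000002496, chromosome 6, start 5191519) and its neighbour SFTPA2 was not tested.

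After thinning, SFTPC (ENSGALG00000053247, chromosome 22, start 62526) had a UMI in 67.7% of epithelial-like nuclei at E13, in 93.1% of epithelial-like cells of the E20 epithelial library and in 73.2% of those of the E20 CD45neg library. Unthinned, the shares were 94.8%, 99.7% and 81.4%, with 6, 4 and 0 cells too shallow and median depths of 4888, 6480.5 and 6633 UMIs. Endothelial-like cells, which should lack the gene, had shares of 23.6%, 86.5% and 11.4% after thinning and of 78.3%, 99.7% and 30.9% before. There, 0, 13 and 3 cells were too shallow and the median depths were 5997, 4071 and 3076 UMIs. In mesenchymal cells the thinned shares were 40.9%, 78.0% and 8.50%, so the background at E13 was higher still. In the E20 epithelial library the share in epithelial-like cells was therefore little above that background. The summed list reached 2543 CPM in endothelial-like and 2125 CPM in mesenchymal cells of the E20 epithelial library, against 124 and 110 CPM in the E20 CD45neg library and 279 and 500 CPM at E13. For the E20 CD45neg library over E13 the sums relative to the median were -2.64 in endothelial-like and -3.03 in mesenchymal cells. In endothelial-like cells the members' median before that subtraction was 0.61 and differed in sign from the sum (-1.16). With the E20 epithelial library in its place the sums relative to the median were 1.82 and 1.36.

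Of the 32 proliferation genes listed, 29 were in the table. Their summed level in epithelial-like cells was 1071 CPM (1060 to 1082) at E13, 106 CPM (101 to 112) in the E20 epithelial library and 86.2 CPM (65.9 to 111) in the E20 CD45neg library. Relative to the median of all genes the log2 ratios were -3.48 and -3.80, and 29 of 29 members lay below that median in both. Before that subtraction MCM4 stood at 0.02 for the E20 CD45neg library over E13, so it did not fall there. CPM without mitochondrial, ribosomal protein and haemoglobin genes moved the ratio of the E20 epithelial library most, to -2.78. At most 10% mitochondrial UMIs moved that of the E20 CD45neg library most, to -5.38. In endothelial-like cells the sum fell from 1235 to 181 CPM, a relative ratio of -4.23, and in mesenchymal cells from 1371 to 256 CPM, a ratio of -3.27. In each, 28 of 28 members lay below the median of all genes. Before that subtraction MCM6 (0.39) and CCNA2 (0.36) were higher at E20 in endothelial-like cells of the E20 CD45neg library, and MCM6 (0.24) in its mesenchymal cells. With the E20 epithelial library in its place the endothelial-like sum fell to 224 CPM, a ratio of -3.83, and the mesenchymal sum to 464 CPM, a smaller change of -2.29. The members' median lay at percentile 0 of matched random lists in both epithelial-like comparisons and for the E20 CD45neg library in the other classes. Set against the 100 genes of nearest spacing, the members' median was -3.53 and -3.79 in epithelial-like cells, -4.17 in endothelial-like and -3.36 in mesenchymal cells.

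Of the 46 signalling genes listed, 45 were in the table, and they were compared between classes of E13 and of the E20 CD45neg library. At E13, 27 had their highest CPM in mesenchymal, 6 in epithelial-like and 5 in endothelial-like cells, and 7 stayed under 10 CPM in all 3. In the E20 CD45neg library these numbers were 23, 3, 10 and 9. Of 35 genes with at least 10 CPM in both, 31 were highest in the same class. Scaling without mitochondrial, ribosomal protein and haemoglobin genes moved these numbers most, with 10 genes highest in epithelial-like nuclei at E13. The summed list went from 2866 to 1063 CPM in epithelial-like cells, a relative log2 ratio of -1.61, from 1645 to 6992 CPM in endothelial-like cells, 0.62, and from 5375 to 5642 CPM in mesenchymal cells, -0.79. These directions held under both other scalings. In endothelial-like cells the sum (2.09) and the members' median (-1.20) differed in sign before the median of all genes was subtracted, with the members' median at percentile 0. In mesenchymal cells they were 0.07 and -0.24, at percentile 2.53. In epithelial-like cells the members' median was -0.85, at percentile 28.05. Set against genes of nearest spacing, the members' median changed direction in epithelial-like cells, to 0.88 with 11 of 39 members below. With the E20 epithelial library it was 0.97 with 8 of 38 below, again opposite to the sum. It was 0.02 in mesenchymal and -0.55 in endothelial-like cells. Members entered these values from 1 CPM in the higher group, while the genes of nearest spacing had at least 50 CPM. The pseudocount holds the ratios of members with few UMIs near 0. LEF1 is 1 such member, with 2.55 CPM in epithelial-like nuclei at E13 and 1.41 CPM in the E20 CD45neg library. The change of direction may come from such members, so it is not read as a rise of the list.

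**Figure D4:**
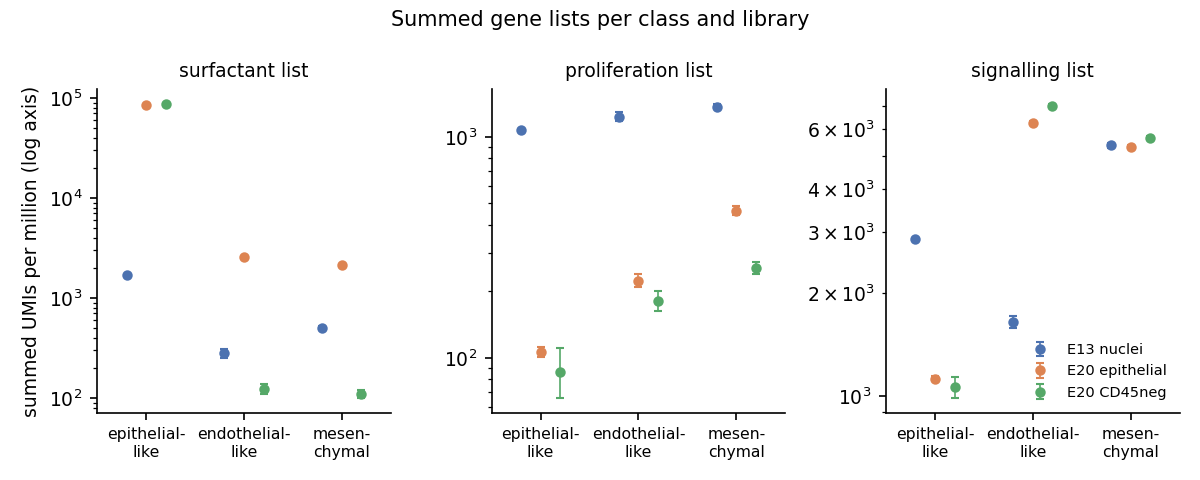
Summed CPM of the surfactant, proliferation and signalling lists (vertical axis, log scale) in 3 cell classes of the 3 RNA libraries, as points with exact Poisson 95% intervals. The surfactant sum in epithelial-like cells was 1680 at E13 and 85630 and 86934 in the E20 libraries.

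Sub-clusters of epithelial-like cells were named to follow subtypes. Surfactant-producing-like cells made up 24.9% (23.6 to 26.1, 1131 of 4550) of epithelial-like nuclei at E13, 52.5% (50.2 to 54.7, 1004 of 1914) in the E20 epithelial library and 51.5% (41.2 to 61.8, 50 of 97) in the E20 CD45neg library. Basal-like cells made up 11.3% in the E20 epithelial library, where TPPP3, a ciliated-cell marker, also led the sub-cluster. Unnamed were 75.1%, 36.2% and 48.5%. At E13 the sub-cluster so named had 1976 CPM of the surfactant list, little above the 1905 CPM of an unnamed sub-cluster, and no surfactant gene was among its leading genes. In the E20 epithelial library the sub-cluster with most, 135143 CPM in 95 cells, stayed unnamed because its markers also matched secretory cells. Sub-clustering at resolution 0.25 moved the E13 share most, to 0%. Keeping doublets gave shares of 1.12%, 66.7% and 0%, so the difference between E13 and the E20 CD45neg library changed direction and these shares give no stable difference between stages.

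The E13 chromatin data comprised 87491 peaks, all present in the count matrix, with a median length of 870 bp (234 to 1580) and 73.6 Mb covered. The peaks held 55448618 counts, 44688822 of them in kept nuclei, with a median of 3315.5 per nucleus. By the deposited annotation 13991 peaks, or 16.0% (15.7 to 16.2), were promoter peaks and 142 (0.162%) were intergenic. Calling every peak within 1000 bp of the distance column a promoter peak moved this share most, to 35.6%. By construction it adds distal entries listed at distance 0, which were 18.7% of distal entries. Promoter peaks held 39.2% of counts in kept nuclei.

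Nuclear RNA and promoter peaks of the same nuclei were compared across genes. A promoter peak was assigned to 13.3% of genes without a UMI at E13 and, in 5 equal groups of the other genes from fewest to most UMIs, to 23.3%, 44.3%, 69.5%, 83.7% and 87.3%. Counting any peak moved these shares most, to 72.7% in the group with fewest and 99.0% in the group with most UMIs. The Spearman correlation between promoter-peak counts and UMIs was 0.647 (0.639 to 0.655) across 24035 genes, and 0.513 across the 13058 genes with promoter counts.

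**Figure D5:**
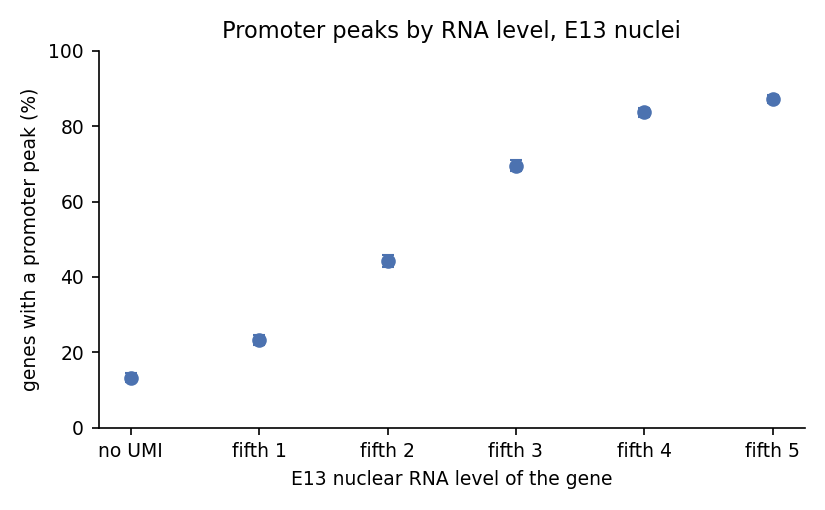
Percent of genes with a promoter peak (vertical axis) in genes without a UMI and in 5 equal groups of the other genes by nuclear RNA level at E13 (horizontal axis), with exact 95% binomial intervals. The share was 13.3% without a UMI and 87.3% in the group with most.

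Classes named from RNA alone were compared in chromatin. Across 10048 genes, the log2 ratio of a class over all other nuclei in promoter-peak counts correlated with that in RNA at 0.363 (0.344 to 0.383) for epithelial-like, 0.369 (0.351 to 0.386) for endothelial-like and 0.345 (0.325 to 0.365) for mesenchymal nuclei. Assigning each nucleus by its markers moved these most, to 0.278 in endothelial-like nuclei. Pairs of different classes gave correlations from -0.31 to 0.18. Without the marker genes the values over 9959 genes were 0.359, 0.364 and 0.340. Among genes at least 2-fold apart in RNA, 78.2%, 60.9% and 77.6% had the same direction in chromatin. The promoter peak of EPCAM at chromosome 3, 9259598 to 9260454, had 59.85 CPM (57.2 to 62.6) in epithelial-like and 16.3 (10.8 to 23.5) in endothelial-like nuclei. The peak of SPINK7 at chromosome 13, 11279487 to 11280378, had 17.5 (16.1 to 19.0) and 2.33 (0.634 to 5.96). The peak of WNT7B at chromosome 1, 70837600 to 70838365, had 20.7 (19.2 to 22.4) and 6.98 (3.61 to 12.2). Not every named gene followed its RNA. The peak of WWOX at chromosome 11, 14059862 to 14060642, had 23.5 (21.9 to 25.2) and 29.7 (22.1 to 39.0), against 228 and 104 CPM in RNA. The peak of ADAMTS17 at chromosome 10, 17706487 to 17707385, had 39.0 (36.9 to 41.2) and 33.7 (25.6 to 43.6), against 468 and 93.6 CPM in RNA.

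The W chromosome, which only female birds carry, was checked because embryos of both sexes may differ between libraries. After thinning, a UMI of any of 124 W-linked genes was found in 1.21% (0.967 to 1.49) of E13 nuclei, 0.838% (0.607 to 1.13) of cells of the E20 epithelial library and 1.54% (1.11 to 2.08) of those of the E20 CD45neg library. Thinning to 500 UMIs moved the E13 share most, to 0.512%. In the E13 chromatin, 2 peaks lay on W against 4811 on Z, and the stronger of the 2 had a count in 12 of 7038 nuclei (0.171%).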

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

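The share of left-out barcodes made up mostly of haemoglobin UMIs was a test set down before its result was seen, but how to read a value short of the one set down was decided afterwards. The other tests in this part were chosen only after the results were seen.

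Barcodes with fewer than 500 genes were left out of the comparisons, and their haemoglobin content was looked at for that reason. Haemoglobin genes took 0.597% of the UMIs of such barcodes at E13, 15.8% in the E20 epithelial library and 30.8% in the E20 CD45neg library. If red blood cells with few genes made up these barcodes, at least 10% of them in both E20 libraries were to hold 50% or more haemoglobin UMIs. The shares were 7.97% of 2320 barcodes and 10.2% of 1780 barcodes, so the value set beforehand was not reached in the E20 epithelial library. Of the haemoglobin UMIs in left-out barcodes, 37.7% and 59.5% lay in barcodes of that kind, which argues against free haemoglobin RNA alike in every barcode. The median left-out barcode held 1.15% haemoglobin UMIs in the E20 epithelial library and 17.6% in the E20 CD45neg library. In the former this argues against red blood cells as the source of most such barcodes. As sources of the haemoglobin UMIs, red blood cells with few genes cannot be told apart from a mixture of red blood cells and free RNA. The reason is that no droplets without a cell were analysed here. The difference between E13 and E20 in this share was not tested.

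The surfactant list went in different directions in different classes, and this is why it was looked at again. Relative to the median of all genes, its sum changed by 5.52 log2 in epithelial-like, -2.64 in endothelial-like and -3.03 in mesenchymal cells for the E20 CD45neg library over E13. The E20 CD45neg library held 3.61% epithelial-like cells against 64.6% at E13, so less epithelial RNA could have been free in its suspension. In that case all epithelial markers, and not only surfactant genes, should fall in the other classes. The 12 epithelial markers measured, of 19 listed, had medians of -4.74 in endothelial-like and -4.55 in mesenchymal cells, as that explanation requires. In the E20 epithelial library, with 36.9% epithelial-like cells, the surfactant sums in both classes rose over E13 instead, to 1.82 and 1.36. A fall of the surfactant genes within endothelial-like and mesenchymal cells themselves stays open. The rise in epithelial-like cells was set against genes of like spacing, and the lowest member in either E20 library stood 4.21 log2 above them, which argues against gene length as its source. For the E20 CD45neg library the size of this rise was not stable, and keeping doublets gave 1.12. With 1 library per group the difference between E13 and E20 was not tested and stays open.

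The signalling list also differed between classes, which is why it was looked at again. Relative to the median of all genes, its sum changed by 0.62 log2 in endothelial-like, -1.61 in epithelial-like and -0.79 in mesenchymal cells. In endothelial-like cells of the E20 CD45neg library, ID1 took 38.3%, NOTCH1 13.9% and ID2 12.6% of the UMIs of the list. If a few genes carried the rise, most members should lie below the median of all genes. Their median was -2.67 relative to it, with 30 of 40 members below and 10 above, so the rise was not shared by the list as a whole. Earlier versions of this test removed the members with the highest counts, which were among those that rose, and are not used. Whether the difference between classes goes with stage or with the assay was not tested.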

How the results depend on the processing

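Results were recomputed under the alternatives chosen for them, so not every result was recomputed under every setting. The values by gene spacing and the correlations between comparisons were not recomputed. Given here are changes of direction, and values of the results given most weight that left their 95% interval or, for counts of genes, changed by more than 1.5-fold. For medians this is the interval over genes or barcodes, for correlations the bootstrap interval, and otherwise the counting interval. Of the results given most weight, 167 moved and 123 stayed the same. Of the others, 357 moved, 15 changed direction and 513 stayed the same. Of these 15, 2 were medians over all genes under median-of-ratios scaling, which pulls such medians toward 0. Only a ratio whose interval left out 0 was counted as changing direction. The epithelial-like medians over E13, whose intervals included 0, were not, and over the alternatives they ran from -1.47 to 1.45 for the E20 epithelial and from -1.41 to 1.60 for the E20 CD45neg library. Differences between shares of 2 libraries were not counted either. No paired analysis was possible because each group holds 1 library. Unless a cause is given, the cause was not tested.

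A limit on mitochondrial UMIs at E13 and a wider definition of mesenchymal nuclei were alternatives chosen after seeing the data. So was recomputing the ratios and the list sums under the other gene and mitochondrial limits and clustering resolutions. At most 20% mitochondrial UMIs left 280 E13 nuclei, with a median of 2802.5 UMIs, a median mitochondrial share of 16.1% and 45.0% epithelial-like. No endothelial-like nucleus remained, so this alternative gave no value for that class. The median distance of the gene ratios over E13 became 1.99 for the E20 epithelial and 1.99 for the E20 CD45neg library in epithelial-like cells, and 1.49 in mesenchymal cells. The surfactant sum became 6.65 and 6.61. The proliferation sum became -2.88 and -3.25 in epithelial-like cells and -3.01 in mesenchymal cells. At most 40% left 3055 nuclei, with a median of 3732 UMIs, a median mitochondrial share of 31.6% and 56.4% epithelial-like. The distances became 1.99 and 1.99 in epithelial-like, 1.27 in endothelial-like and 1.42 in mesenchymal cells. For the surfactant list the sum became 5.85 and 5.87, and the proliferation sum -2.86 and -3.16. Counting E13 clusters closest to fibroblasts or chondrocytes as mesenchymal moved the mesenchymal proliferation sum to -3.45.

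A minimum of 1000 genes raised the median UMIs to 5630, 5322 and 3883 in the E13 nuclei, the E20 epithelial and the E20 CD45neg library. The median mitochondrial shares became 41.0%, 8.74% and 4.85%, and the epithelial-like shares 70.4%, 48.9% and 4.76%. The immune-like share of the E20 epithelial library became 4.49%. The log2 ratios of the sort genes became 2.72 for CDH1, 2.61 for EPCAM and 4.74 for PTPRC. Surfactant-producing-like cells made up 43.6% of epithelial-like nuclei at E13 and 100% in the E20 CD45neg library. The distance between the E20 libraries became 0.163, and AVD and LY86 changed direction, to 4.03 and 1.08. The surfactant sum became 5.60 for the E20 epithelial and 5.61 for the E20 CD45neg library. The proliferation sum became -3.35 for the E20 epithelial library in epithelial-like cells and -4.48 in endothelial-like cells. A minimum of 200 genes gave median UMIs of 3843, 3795 and 2451, median mitochondrial shares of 43.5%, 6.80% and 1.11%, and epithelial-like shares of 65.8%, 31.0% and 1.08%. The distance between the E20 libraries became 0.451, that of the E20 CD45neg library over E13 in epithelial-like cells 1.70, and AVD and LY86 changed direction, to 4.12 and 4.54. For the surfactant list the sum became 5.48 and 1.34, and the proliferation sum of the E20 CD45neg library -5.00 in epithelial-like cells. At most 10% mitochondrial UMIs in the E20 libraries gave median UMIs of 4737 and 3592.5, median mitochondrial shares of 5.72% and 3.33%, and epithelial-like shares of 34.1% and 1.13%. The distance between the E20 libraries became 0.557, and the distances over E13 in epithelial-like cells 2.02 and 1.78. AVD, LY86 and SPINK7 changed direction, to 4.65, 4.80 and -0.05. The surfactant sum became 5.99 and 1.53, and the proliferation sum -2.78 and -5.38 in epithelial-like and -3.45 in mesenchymal cells.

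With doublets kept, the epithelial-like share became 56.1% at E13 and 1.53% in the E20 CD45neg library, and the immune-like share of the E20 epithelial library 4.43%. The distance between the E20 libraries rose to 0.439, and that of the E20 CD45neg library over E13 in epithelial-like cells fell to 1.65. The surfactant sum of that comparison became 1.12. The ratio of SPINK7 changed direction to -0.66. The cause was that the epithelial-like class of the E20 CD45neg library changed: of its 97 cells, 42 with 6901 CPM of the surfactant list stayed in it and 55 with 114199 CPM became unnamed. The proliferation sum became -3.61 for the E20 epithelial and -4.23 for the E20 CD45neg library over E13. In the E20 CD45neg library 6 signalling genes were highest in epithelial-like cells. Surfactant-producing-like cells made up 1.12%, 66.7% and 0% of epithelial-like cells in the 3 libraries. The thinned share with SFTPC became 69.6%, 94.9% and 33.3%, and the share with a W-linked UMI 0.956% in the E20 CD45neg library.

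Assigning each cell by its own markers gave epithelial-like shares of 25.2% at E13 and 27.0% in the E20 epithelial library, and 0.931% immune-like cells in the E20 CD45neg library. The distance between the E20 libraries became 0.172. AVD and LY86 changed direction, to 4.02 and 0.98. The endothelial-like distance over E13 became 1.16, the surfactant sum 5.43 and 5.34, and the endothelial-like proliferation sum -4.06. The correlation of chromatin with RNA became 0.307 in epithelial-like and 0.278 in endothelial-like nuclei. Clustering at resolution 2 gave epithelial-like shares of 31.5% in the E20 epithelial and 1.56% in the E20 CD45neg library. The distance between the E20 libraries became 0.433, and those of the E20 CD45neg library over E13 became 1.67 in epithelial-like and 1.28 in mesenchymal cells. SPINK7 changed direction, to -0.49. For the surfactant list the sum became 5.38 and 1.15, and the proliferation sum -3.69 for the E20 epithelial library and -3.47 in mesenchymal cells. At resolution 0.5 AVD and LY86 changed direction, to 3.89 and 1.07. The surfactant sum of the E20 CD45neg library became 5.57, and the proliferation sum -3.29 for the E20 epithelial library and -3.52 in mesenchymal cells. Epithelial-like ratios of the E20 CD45neg library therefore depend on which of its few cells are called epithelial-like. Sub-clustering at resolution 0.25 gave 0% surfactant-producing-like nuclei at E13 and 100% such cells in the E20 CD45neg library, and at resolution 1 it gave 11.5% and 83.5%. The shares of surfactant-producing-like cells therefore depend on the settings.

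Scaling without mitochondrial, ribosomal protein and haemoglobin genes moved the distance between the E20 libraries to 0.168, and the distances over E13 to 1.31 in endothelial-like and 1.40 in mesenchymal cells. The surfactant sum became 6.22 for the E20 epithelial and 6.24 for the E20 CD45neg library. The proliferation sum became -2.78 and -3.07 in epithelial-like, -3.86 in endothelial-like and -2.99 in mesenchymal cells, and 10 signalling genes were highest in epithelial-like nuclei at E13. With median-of-ratios scaling the distance between the E20 libraries was 0.166. The median ratio over E13 changed direction to -0.27 in endothelial-like and -0.29 in mesenchymal cells, with distances of 1.48 and 1.57. For the surfactant list the sum became 5.65 and 5.73. The proliferation sum became -3.35 for the E20 epithelial library in epithelial-like cells, and -3.57 and -2.75 for the E20 CD45neg library in endothelial-like and mesenchymal cells.

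A minimum of 10 CPM moved the distance between the E20 libraries to 0.242. The distances over E13 became 1.57 and 1.60 in epithelial-like, 1.18 in endothelial-like and 1.23 in mesenchymal cells. A minimum of 200 CPM gave 0.125 between the E20 libraries and 1.57 and 1.64 over E13. A pseudocount of 5 CPM gave distances over E13 of 1.75 and 1.75 in epithelial-like, 0.976 in endothelial-like and 1.21 in mesenchymal cells. A pseudocount of 0.1 CPM moved none of the results given most weight.

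Thinning to 500 UMIs lowered the SFTPC share to 48.2% at E13 and 88.7% in the E20 epithelial library. It lowered the W-linked share to 0.512%, 0.289% and 0.596% in the 3 libraries. Without the most abundant W-linked gene of each library the shares were 0.769%, 0.604% and 0.863%.

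Calling peaks within 1000 bp or within 200 bp of the distance column promoter peaks raised their share to 35.6% and 31.2%. With genes that have a symbol only, 49.7% of the genes with fewest and 89.4% of those with most UMIs had a promoter peak. With genes of at least 10 UMIs only, it was 44.7% of the genes with fewest. Counting any peak gave 72.7% and 99.0%. Using all peaks of a gene raised the correlations of chromatin with RNA to 0.419, 0.422 and 0.417 in epithelial-like, endothelial-like and mesenchymal nuclei.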

Other observations

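The tests on the slope of mitochondrial UMIs, on free epithelial RNA and on depth were set down before their results were seen. The other tests in this part were chosen only after the results were seen.

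Nuclei at E13 had a median mitochondrial share of 42.7%. Damaged barcodes with few genes were a possible source. Of 5 equal groups of kept nuclei, the group richest in genes, with a median of 2802, still had a median share of 41.2%. The poorest group, with a median of 710 genes, had 49.5%. This argues against barcodes with few genes as the main source of the share in kept nuclei. The barcodes excluded for too few genes were not part of this test. At E13, mitochondrial genes took 66.4% of their UMIs, against 45.2% of the UMIs of kept nuclei. The share thus rose as genes fell, and damage may add to it in barcodes with few genes. Free mitochondrial RNA alike in every barcode would give a flat relation to the other UMIs. The slope of log mitochondrial UMIs on log other UMIs was 0.910, which argues against this as well. Mitochondria attached to nuclei, incomplete removal of cytoplasm and an effect of the assay stay open, since none of them was tested.

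The ratios of E20 over E13 were shared by epithelial-like, endothelial-like and mesenchymal cells, with correlations across genes of 0.879 to 0.912. This pattern may come from the assays as much as from the stages. Genes with widely spaced neighbours, which tend to be long, were lower at E20 in all 3 classes, and the correlation weakest in size was -0.53. Between the 2 E20 libraries it was 0.01. Long genes with more intronic reads in nuclei than in cells would leave such a trend, but so would a real fall of long genes, and the spacing values were only a stand-in for length. Nuclei also hold less cytoplasmic mRNA than cells, and ribosomal protein genes should then have stood above other genes at E20 in every class. Their median relative to all genes was 1.17 in epithelial-like and 0.71 in mesenchymal cells but 0.18 in endothelial-like cells, over 70 genes. A difference between nuclei and cells therefore cannot be told apart from a change between stages in this measure, because the 3 classes gave no common value and assay and stage differ together. Per the labels the E20 epithelial library holds nuclear RNA and the E20 CD45neg library total RNA. Whether the former was made from nuclei or cells is not settled, and the ratios between the 2 show no trend with spacing.

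Unequal depth was a candidate source of the wide spread between E13 and E20. With all class sums thinned to 707663 UMIs the median distance in epithelial-like cells was 1.96, against 0.203 between the 2 E20 libraries, which argues against depth. The spread itself stays unassigned to stage or assay.

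The proliferation list was lower at E20 in all 3 classes. Gene length could have produced this, but against genes of like spacing the members' medians were still -3.79, -4.17 and -3.36 in epithelial-like, endothelial-like and mesenchymal cells, the last being the highest. This argues against gene length as its source. Whether fewer cells divided at E20 or the 2 assays differed in these genes was not tested.

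CDH1 and EPCAM had UMIs in endothelial-like and mesenchymal cells of the E20 epithelial library, at 15.6 and 17.4 CPM for CDH1 and 12.1 and 13.3 CPM for EPCAM. Free RNA from epithelial cells should add a similar proportion of every epithelial gene, and a ratio of quartiles under 3 was set beforehand as its sign. The 114 genes used were chosen as those with under 1/50 of their epithelial level in endothelial-like cells of the E20 CD45neg library. In the E20 epithelial library, endothelial-like cells held a median of 3.47% of the epithelial level of these genes, with quartiles of 2.57% and 4.70%. The ratio of these quartiles was 1.83, below the value set, but above the 1.26 that counting error alone gave in simulations, so the proportion was not the same for every gene. CDH1 at 5.45% and EPCAM at 2.05% lay outside the quartiles on opposite sides. Doublets of an epithelial and another cell would place the UMIs in few cells, but 86.5% of thinned endothelial-like cells of the E20 epithelial library had an SFTPC UMI, which argues against doublets. Free epithelial RNA may thus account for much of the epithelial signal in endothelial-like cells of that library, the class tested. Immune-like cells there held 62.0 CPM of CDH1 and 10.3 CPM of EPCAM. Epithelial-like cells held 287 and 591 CPM, so the 2 genes did not appear in immune-like cells in the epithelial proportion. What makes the proportion differ between genes was not tested, and some expression of CDH1 in non-epithelial cells stays open.

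W-linked UMIs were found in about 1% of cells. A minority of female cells would give more cells with several such UMIs than chance placement. At E13, 40 nuclei had 2 or more, against 35.6 from chance placement. In the E20 epithelial library there were 7 against 6.04, the higher ratio of the pair at 1.16. This argues against a minority of female cells in these libraries and leaves misplaced reads open. In the E20 CD45neg library there were 11 against 4.20, a ratio of 2.62. There, few female cells cannot be told apart from misplaced reads, because no cell held more than 3 W-linked UMIs.

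A gene without a symbol, ENSGALG00000050132 on chromosome 16, took 8.87% of kept UMIs at E13, between 8.61% and 9.47% in the 4 largest named classes. In the E20 libraries it had 18 and 17 UMIs, the higher share being 0.000145%. Barcodes left out at E13 held 11.6%. A change in how RNA was prepared or counted might account for such a difference. It cannot be told apart from a change between stages, because assay, software version and stage differ together.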
